# Unraveling the rat blood genome-wide transcriptome after oral administration of lavender oil by a two-color dye-swap DNA microarray approach

**DOI:** 10.1016/j.gdata.2016.05.005

**Published:** 2016-05-12

**Authors:** Motohide Hori, Hiroko Kubo, Junko Shibato, Tomomi Saito, Tetsuo Ogawa, Minoru Wakamori, Yoshinori Masuo, Seiji Shioda, Randeep Rakwal

**Keywords:** Lavender oil ingestion, Rat, Whole blood, Total RNA extraction, Gene expression

## Abstract

Lavender oil (LO) is a commonly used essential oil in aromatherapy as non-traditional medicine. With an aim to demonstrate LO effects on the body, we have recently established an animal model investigating the influence of orally administered LO in rat tissues, genome-wide. In this brief, we investigate the effect of LO ingestion in the blood of rat. Rats were administered LO at usual therapeutic dose (5 mg/kg) in humans, and following collection of the venous blood from the heart and extraction of total RNA, the differentially expressed genes were screened using a 4 × 44-K whole-genome rat chip (Agilent microarray platform; Agilent Technologies, Palo Alto, CA, USA) in conjunction with a two-color dye-swap approach. A total of 834 differentially expressed genes in the blood were identified: 362 up-regulated and 472 down-regulated. These genes were functionally categorized using bioinformatics tools. The gene expression inventory of rat blood transcriptome under LO, a first report, has been deposited into the Gene Expression Omnibus (GEO): GSE67499. The data will be a valuable resource in examining the effects of natural products, and which could also serve as a human model for further functional analysis and investigation.

**Table:** 

Specifications	
Organism/cell line/tissue	*Rattus norvegicus*, Fischer, F334, whole blood
Sex	Male
Sequencer or array type	Agilent whole rat genome microarray G4131F
Data format	Raw data: TXT file, Normalized data: TXT
Experimental factors	Lavender oil (5 mg/kg) group vs. control group (10% ethanol, diluent)
Experimental features	Transcript profiling of differentially expressed genes in rat whole blood following oral ingestion of lavender oil
Consent	Data are publically available
Sample source location	Tokyo, Japan

## 1 Direct link to deposited data

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67499

## 2 Experimental design, materials and methods

### 2.1 Lavender oil (LO) and experimental design for whole blood transcriptome in rat

Our group has been studying the effects of lavender oil (hereafter, LO) on rat model genome-wide [1] using the high-throughput DNA microarray analysis approach [2]. The first transcriptomics study describes the effects of oral ingestion of LO on the expression of genes in the small intestine, spleen and liver [1]. DNA microarray-based profiling using the Agilent platform has been efficiently utilized by our collaborative group to provide a confident inventory of the time-dependent mRNA level changes in global gene expression in diverse tissues in animal models [3], [4], [5], [6], [7]. Among these tissues, a complete study on the whole blood transcriptome analysis was lacking. Experimenting on the blood transcriptome in both animal (rat and mouse) and human subjects for stress and neurodevelopmental disorders (Rakwal and co-workers, unpublished data), we have optimized a protocol for extracting good quality total RNA from whole blood, deep frozen immediately in liquid nitrogen, for downstream DNA microarray analysis, and which is one subject of this present research. Moreover, the genomic data from blood (cells) is becoming an important tool in our search for potential biomarkers for health/disease [8], [9]. Two pitfalls remain, first, a protocol for total RNA extraction from whole deep-frozen blood, and second, demonstration of the transcript profiles in a DNA microarray-based study in a (animal) rat model.

In the present study, utilizing the rat model for an aromatherapy study of essential oil of lavender (LO) as an example, we have investigated the whole blood for genome-wide expression profiling of genes affected by oral intake of LO. Briefly, to explain about LO, the oil distilled from the Labiatae family member — *Lavandula angustifolia* is the source for the commonly used oil in aromatherapy [10], [11]. The essential oil of lavender has been traditionally used in some European countries [1], [12] rather than in Japan or other Asian countries, where aromatherapy is widely used mostly through inhalation of volatile components or application of diluted oil to the skin [1], [13]. Although, and as mentioned in the previous LO paper, in France, Belgium and Germany, LO is used as a form of herbal or natural medicine [1]. To note, a German pharmaceutical company also produces an encapsulated form of LO, “Silexan” and which is sold commercially under the trade name LASEA (W. Spitzner Arzmeimittelfabrik GmbH, Ettlingen, Germany). Although the safety aspects of ingesting essential oils might still be of concern, it is to note that a clinical study has shown positive beneficial effects of Silexan [14]. This was also reason for us to carry out the LO study using rats who ingested the essential oil [1].

To continue our research forward into potential beneficial effects of LO, and to study the whole blood transcriptome influenced by LO ingestion, we used the experimental design and strategy as shown in Fig. 1. Essentially, following the LO rat model set up [1] and using the established DNA microarray approach in our laboratories, we have successfully extracted total RNA from freshly taken whole blood (deep-frozen) for use in downstream gene expression profiling, genome-wide, a first such report.

### Rat model, oral administration of LO, extraction of whole blood and total RNA isolation

Briefly, rats (Fischer, F334) were purchased from Japan SCL (Hamamatsu, Japan) and a total of 12 male rats (7 weeks old, ~ 142.8 to 167.5-g body weight) were housed at the Animal Institution in Showa University. Individual cages were used to maintain the rats in isolated animal rooms with controlled temperature and relative humidity with a 12 h light/12 h dark schedule (lights turned on at 08:00 AM). Rats had access to laboratory chow and tap water ad libitum. At least one-week acclimation period was allowed for the rats in the animal room prior to the conduct of the experiment. All of the animal care and experimental procedures were approved by the Institutional Animal Care and Use Committee of Showa University (approval number M6031).

The essential oil of lavender (LO, *L. angustifolia*, Biofloral, France) was administered to rats (n = 6 each group: control and LO treatment) directly into the stomach at a dose of 0 (10% ethanol; diluent: control group) or 5 mg/kg (in 10% ethanol: LO-administered group) once a day in the afternoon (11:25–13:50) for 13 days. Fourteen days after treatment, the rats were dissected under ether anesthesia and the whole blood was taken directly from the heart. The whole blood was put into 2 mL sterile Eppendorf tubes, which were then quickly immersed in liquid nitrogen (N_2_) before being stored in a − 80 °C deep freezer for downstream analysis. To note, the whole blood indicates no centrifugation to separate into plasma and serum prior to storage.

The microfuge tube containing the deep-frozen whole blood was placed on the bench at room temperature, and around 0.6 mL of the blood was removed to a new sterile microfuge tube, and immediately processed for total RNA extraction as schematically presented in detail in Fig. 2A. Briefly, the guanidium thiocynate method was used in combination with the QIAamp spin columns (QIAGEN RNeasy Mini Kit, QIAGEN, Maryland, MD, USA), which have been used downstream of the first individual RNA extraction step depending on each tissue [1], [3], [4], [5], [6], [7].

### 2.3 Whole blood whole-genome DNA microarray analysis

The extracted whole blood total RNA for each control and LO-administered sample was pooled [1], [15], [16] in each group prior to DNA microarray analysis, which was performed using a Rat whole genome 4 × 44-K DNA chip (G4131F; Agilent Technologies, Palo Alto, CA, USA) (Fig. 2B). Briefly, the total RNA (200 ng) was labeled with either Cy3 or Cy5 dye using an Agilent Low-RNA-Input Fluorescent Linear Amplification Kit (Agilent Technologies). The fluorescently labeled targets of the control as well as the LO-treated samples were hybridized to the same microarray slide with 60-mer probes. A flip-labeling (dye-swap or reverse labeling with Cy3 and Cy5 dyes) procedure was followed to nullify the dye bias that was associated with the unequal incorporation of the two Cy dyes into cDNA. The use of a dye-swap approach provides more-stringent selection conditions for changed gene expression profiling than the use of a simple single/two-color approach [6]. For the selection of differentially expressed genes by the dye-swap approach, we considered genes that were up-regulated in chip 1 (Cy3/Cy5 label for control and LO-administered samples, respectively) but down-regulated in chip 2 (Cy3/Cy5 label for LO-administered and control samples, respectively).

Hybridization and wash processes were performed according to the manufacturer's instructions, and the hybridized microarrays were scanned using an Agilent Microarray scanner G2505C. To detect significantly differentially expressed genes between the control and treated samples, each slide image was processed using Agilent Feature Extraction software (version 11.0.1.1). This program measures the Cy3 and Cy5 signal intensities of whole probes. Dye bias tends to be signal-intensity-dependent; therefore, the software selected probes using a set-by-rank consistency filter for dye normalization. Said normalization was performed by LOWESS (locally weighted linear regression), which calculates the log ratio of dye-normalized Cy3 and Cy5 signals and the final error of the log ratio. Statistical significance of the log ratio values obtained for individual microarray probes was calculated using the “most conservative error model” default function of the Feature Extraction software, by which both a propagated and a universal error model are evaluated, and the higher (more conservative estimate of error) p-value of two error models was reported [6; Agilent Technologies]. For the analyses, the threshold of significant differentially expressed genes was < 0.01 (for the confidence that the feature was not differentially expressed). Additionally, the erroneous data generated due to artifacts were eliminated before data analysis by the software.

### 2.4 Functional categorization of differentially expressed genes in the whole blood after LO ingestion and ingenuity pathway analysis of the whole blood transcriptome

We performed the pathway and disease state-focused gene classification of the differentially expressed whole blood genes based on the available categories of more than 100 biological pathways or specific disease states in the SABiosciences PCR array list (QIAGEN; www.sabiosciences.com) for *Rattus norvegicus*.

Biological function and network analyses were performed using Ingenuity Pathway Analysis (IPA; Ingenuity® Systems, www.ingenuity.com) tool. The dataset from the microarray (LO treatment in the whole blood), which includes the differentially expressed (≧/≦ 1.5/0.75-fold compared with control) genes and their corresponding fold change values, was uploaded as an Excel spread sheet into the IPA tool. To create gene networks, the genes were overlaid onto a global molecular network that was developed from information that was contained in the ingenuity knowledge base. The functional analysis identified the biological functions that were most significant to the dataset (p-value < 0.05) according to a right-tailed Fisher's exact test.

## 3 Discussion

### 3.1 Differentially expressed genes in the whole blood of rat after LO treatment

Utilizing an optimized total RNA extraction protocol for the whole blood, from rat orally administered LO, and as described in Fig. 2A, the two-color dye-swap DNA microarray analysis revealed 834 differentially expressed genes in the whole blood of rat given LO. 

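Blood RNA was compared between 6 rats given LO at 5 mg/kg and 6 rats given 0 mg/kg in the 10% ethanol diluent, once a day for 13 days, with sampling on day 14. The RNA of the 6 rats of a group was combined into 1 pool before labelling. Array 1 carried the LO pool in Cy5 and the control pool in Cy3, and array 2 carried the same 2 pools with the dyes exchanged. The 2 arrays are therefore a technical dye swap and 1 replicate of the comparison, and they hold no spread between rats. The paper gives Fischer F334 rats and blood from the heart, whereas the sample labels give Wistar in one field and F334 in another, and name the portal vein beside the heart. Each array held 45018 features, of which 43379 were not control spots. These carried 41012 probes, 40749 of them printed on 1 spot and 263 on 10 spots. The authors processed each slide image with the Feature Extraction software, which subtracted the background, normalized the dyes by LOWESS and deposited for each feature the signal of each channel, the log10 ratio of Cy5 over Cy3 and a p from its error model. The median processed signal on array 1 was 53.6 for the LO pool and 55.6 for the control pool, and on array 2 it was 62.8 and 60.7. The software rated 20659 features (47.6%) as well above background for the LO pool on array 1 and 19429 (44.8%) for the control pool. On array 2 these were 21827 (50.3%) and 21330 (49.2%). In 17631 features none of the 4 channels was well above background, and in 16459 all 4 were. The 338 features flagged as non-uniform or as outliers on either array were left out, while 0 features were saturated. For the remaining 41009 probes each log ratio was turned to LO over control, put on the log2 scale and averaged over the spots of a probe, and the median of the authors' p was taken over the spots. The number of arrays limits the precision of every value.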

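The selection of the methods was applied to these probes. It was read as the authors' Feature Extraction p under 0.01 on both arrays, with the ratio in the same LO over control direction on both. The paper does not state on how many arrays the threshold had to be passed. Array 1 alone had 2442 probes under this threshold and array 2 had 2580. Both arrays passed it in 1091 probes. Of these, 9 probes changed towards the same RNA pool on both arrays, and 1082 changed towards the same dye, 648 towards Cy5 and 434 towards Cy3. The number towards the same dye was 2699 at a p under 0.05, the largest change in number, and 218 when only probes well above background in all 4 channels were kept, the largest change as a ratio. Across the 41009 probes, which are not independent replicates, the LO/control log2 ratio of array 1 had a Pearson r of -0.67 and a Spearman rho of -0.66 with that of array 2. This r moved most with normexp background correction and loess, to -0.61. Among the 15371 probes well above background in all 4 channels, the part of the ratio that followed the dye had an SD of 0.30 on the log2 scale, and the part that followed the LO pool had an SD of 0.12. The dye part was over 1.5-fold in 997 of these probes and the LO part in 19, with LO higher in 4 and lower in 15. The paper reasons that the dye swap nullifies the dye bias and makes the selection more stringent, and on this selection it states which genes LO changed in the whole blood.

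**Figure D1:**
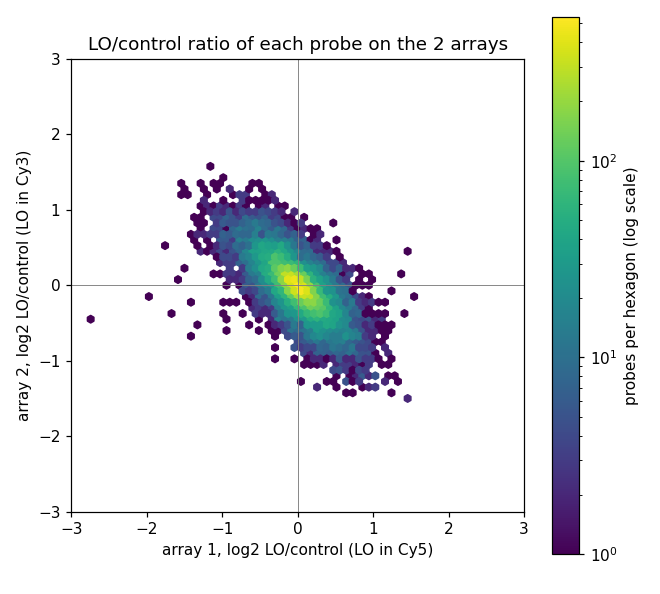
LO/control log2 ratio of the 15371 probes well above background in all 4 channels, on array 1 (horizontal axis, LO in Cy5) and on array 2 (vertical axis, LO in Cy3). The colour of a hexagon gives its number of probes on a log scale, and the probes lie along the falling diagonal, where the ratio changes sign with the dyes.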

Whole blood is an important target for analysis, as the sample can be immediately frozen or extracted without separation into plasma-serum, and the gene expressions unraveled in the blood can be compared with other tissues/organs, such as liver, spleen, and brain those of which are also our interest. As also mentioned above, extraction of good quality total RNA from the blood is not easy, especially as a critical requirement in high-throughput omics-based microarray approaches, a protocol for total RNA extraction from whole deep-frozen blood was optimized and used in this present study (Fig. 2A). Among these, 362 genes were up-regulated and 472 genes were down-regulated (Fig. 2B). These genes are listed in Supplementary Table 1. 

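By the p threshold on both arrays, 4 probes were up-regulated and 5 were down-regulated in the LO pool. These counts moved most when 1 array was used alone, with 1349 probes up and 1093 down on array 1 and 1097 up and 1483 down on array 2. None of the 9 probes was well above background in all 4 channels, and with that filter the counts were 0 and 0. The control pool was above background on array 2 only for Klhl35, with a signal of 15.9 on array 1 and 103 on array 2. Its LO/control ratio was 8.11 on array 1 and 1.96 on array 2, a geometric mean of 3.98. The ratio on array 1, and with it the mean, rests on the dim control signal. The authors' Feature Extraction p for Klhl35 was 4.08e-07 and 8.29e-04. Adpgk had ratios of 3.02 and 1.60, a geometric mean of 2.20, with the control pool again above background on array 2 only. Slc16a4 was at least 1.78-fold higher in the LO pool, since its control signal was not above background on either array. The remaining up-regulated probe carried an expressed sequence tag, and the LO pool was at least 1.78-fold higher there too. Among the down-regulated probes, Defa5 was at least 2.92-fold higher in the control pool, as the LO pool was not above background on either array. The LO pool was above background on 1 of 2 arrays for the other down-regulated probes. RGD1562047_predicted had ratios of 0.497 on array 1 and 0.112 on array 2, a geometric mean of 0.236. Its ratio on array 2 rests on an LO signal of 10.9, not above background. LOC691605 had ratios of 0.161 and 0.477, a geometric mean of 0.277, while 2 probes for transcripts without a gene name had means of 0.408 and 0.446. A selection by fold limits was added after the data had been seen, with the limits that the paper gives for the genes it uploaded to the IPA tool. It took every feature of the deposited value table, which holds the log10 ratio of the processed signals, with a Cy5/Cy3 ratio of at least 1.5 on one array and at most 0.75 on the other, without a p threshold, and gave 362 features up and 472 down. Of these 834 features, 673 were well above background in no channel and 4 in all 4. The authors' Feature Extraction p was under 0.01 on neither array for 776 of them, and on both arrays for the 9 probes given above. The same fold limits were passed towards the same dye on both arrays by 10644 features.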

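Supplementary Table 1 was set beside the 834 features selected by fold limits. It held 360 of the paper's up-regulated and 470 of its down-regulated entries. The average fold of each of the 830 entries equalled, within a relative tolerance of 5e-06, the geometric mean of the LO/control ratios of a feature in this selection, and 826 entries equalled that of 1 feature only. The selected features belonged to 360 probes up and 468 probes down. Of the probes printed on 10 spots, 33 had at least 1 selected spot. In 26 of them 1 spot was selected, in 6 of them 2 spots, and in the remaining probe 4. The mean over the 10 spots passed the fold limits in 0 of the 33 probes. Supplementary Table 1 lists 4 gene symbols as both up- and down-regulated. Stx1b2 was listed from 2 different probes, while Prlr, Gap43 and Dnm1 were each listed in both directions from spots of 1 probe. The Prlr probe had 2 selected spots up and 2 down, and none of its 10 spots was well above background in any channel. Gap43 had 1 spot up and 1 down, with 9 of 10 spots above background in no channel. Dnm1 also had 1 spot in each direction and all 10 spots above background in no channel. No fold is given for these 3 probes, since both pools were too dim on nearly all spots.

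**Figure D2:**
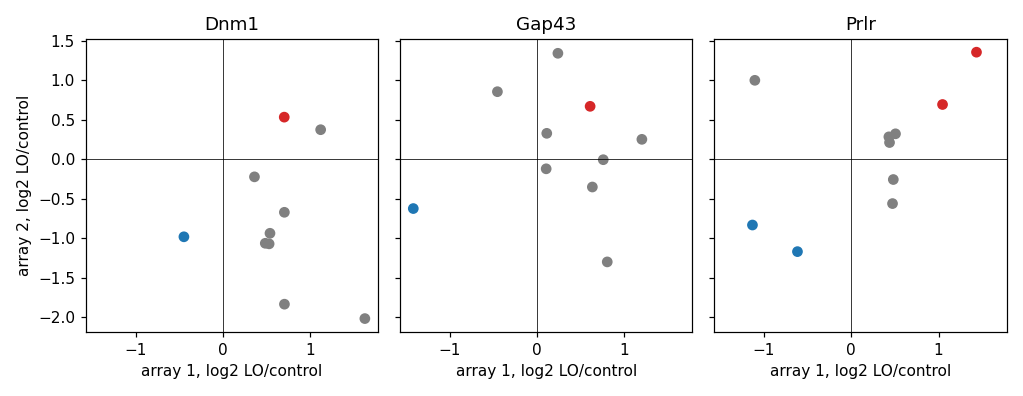
LO/control log2 ratio on array 1 (horizontal axis) and array 2 (vertical axis) of the 10 spots of the Dnm1, Gap43 and Prlr probes. Each point is a spot, red if listed as up-regulated, blue if listed as down-regulated and grey if in neither list, and spots of 1 probe lie on both sides of 0 on each array.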

The outputs (raw data) of the microarray analysis that were used in this study are open and freely available under the number series GSE 67499 (whole genome) at the NCBI Gene Expression Omnibus (GEO) public functional genomics data repository.

### 3.2 Bioinformatics analysis provides a hint on the function and networks of genes in LO treated rat whole blood

The SABiosciences PCR array list (QIAGEN) was utilized to functionally categorize the differentially expressed whole blood genes, the results of which are presented graphically in Fig. 3. The annotated gene function and the genes description contained within each functional category are shown for the up-regulated (Supplementary Table 2) and down-regulated (Supplementary Table 3) genes. The number of down regulated genes was more highly annotated than the up-regulated genes, where some functions were more represented than others. For example, in the up-regulated gene list, synaptic plasticity, osteogenesis and hypertension were the categories with the most annotated genes. 

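The paper's Supplementary Table 2 lists 36 different up-regulated genes in 132 entries, as a gene can enter several categories, and its Supplementary Table 3 lists 49 different down-regulated genes in 205 entries, while the total given in that table is 206. All of them were found in Supplementary Table 1. The up-regulated genes were paired with 39 array features, of which 26 were well above background in no channel. The down-regulated genes were paired with 51 features, of which 38 were above background in no channel. Neither direction had a feature above background in all 4 channels, with 0 up and 0 down. The authors' Feature Extraction p was under 0.01 on either array for 1 feature up and 6 features down, and on both arrays for 0 in each direction.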

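Synaptic plasticity held 16 entries from 6 different genes, among them Reln, Ntrk2, Gria1, Grin2c and Nptx2, paired with 7 features. Of these, 4 were above background in no channel. Osteogenesis held 9 entries from 4 genes (Igf1r, Pdgfa, Ahsg and Col12a1), and 3 of their 5 features were above background in no channel. For hypertension, with 8 entries from 2 genes, 1 feature was paired, that of Avp, and no channel was above background there. Counted by different genes, WNT signaling, Parkinson's disease and G protein coupled receptors held 3 each. Igf1r was listed from 2 of the 10 spots of its probe. Over the unflagged spots the probe was higher in the LO pool on both arrays, with the authors' Feature Extraction p at a median of 0.668 and 0.411. No fold is given, as many of these spots were dim. For Ntrk2 the limit set by the background was below 1, and for Reln, Gria1, Grin2c, Nptx2, Pdgfa, Ahsg, Col12a1 and Avp both pools were dim on both arrays, so that no fold is given for them.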

In the case of down-regulated gene list, molecular toxicology pathway finder, endothelial cell biology and nuclear receptors and coregulators were the categories with the most annotated genes. 

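Molecular toxicology pathway finder held 10 entries from 9 different genes, paired with 10 features, of which 8 were above background in no channel. Endothelial cell biology held 10 entries from 5 genes, and 3 of their 5 features were above background in no channel. Nuclear receptors and coregulators held 8 entries from 4 genes, and 3 of their 4 features were above background in no channel. Growth factor also held 8 entries, from 3 genes, while T cell activation held 6 entries from 5 genes. Ppara, which stands in both the toxicology and the nuclear receptor category, was listed from 1 of the 10 spots of its probe, where it was at least 1.59-fold higher in the control pool. Over the unflagged spots of this probe the LO pool was higher on array 1 and lower on array 2. Flt1 was at least 1.26-fold and Fabp1 at least 1.07-fold higher in the control pool, each with the control above background on 1 of 2 arrays. The authors' Feature Extraction p on arrays 1 and 2 was 0.516 and 0.123 for Flt1, and 0.139 and 0.00167 for Fabp1. These limits leave out the measurement error. The listed Mmp2 spot, 1 of 10, was flagged as an outlier or non-uniform, and over the unflagged spots of its probe the LO pool was lower on array 1 and higher on array 2. No fold is given for Mmp2, as most of its spots were dim in the control pool. The other genes of the 3 categories, among them Lpl, Chek2, Abcc2, Il11, Tfpi and Nr2f2, were dim in both pools on both arrays, and no fold is given for them.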

For a wider bioinformatics analysis, the biological function and network analysis was performed using the IPA tool. Numerous networks and pathways that were generated by this analysis revealed that LO can affect the blood in complex ways. For example, the genes influenced by LO in the top three networks (1, 2, and 3) are presented in Fig. 4. The blood IPA analysis also provided a list of top molecules that are gene candidates for the potential mechanism/s underlying the LO effects in the rat model (Fig. 5).

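Of the 20 genes in Fig. 5, 10 are named in Supplementary Table 1, 7 up- and 3 down-regulated. Klhl35 and Slc16a4 are among the 9 probes past the p threshold on both arrays, and the other 8 genes passed it on 1 array or on neither. For Caskin1 the LO/control ratio was 7.60 on array 1 and 1.57 on array 2, with the authors' Feature Extraction p at 3.44e-05 and 0.0206. The geometric mean was 3.46, and the control pool was above background on 1 of 2 arrays, with a signal of 14.0 on array 1 and 127 on array 2. Normexp with loess gave means of 1.30 for Caskin1 and 1.38 for Klhl35. Its offset of 50 by construction pulls the ratios of dim signals towards 1. Akap11 was at least 1.13-fold higher in the LO pool, which was above background on 1 of 2 arrays. Trim9 was dim in both pools on both arrays, and the limit for Gad1 was below 1, so that no fold is given for either.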

The top-regulated gene was *Ppapdc3*, also known as phospholipid phosphatase 7 (*plpp7*). 

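The probe of Ppapdc3 had an LO/control ratio of 12.7 on array 1 and 1.46 on array 2, a geometric mean of 4.31. The 2 arrays had an SD of 2.21 on the log2 scale. The authors' Feature Extraction p was 2.24e-10 on array 1 and 0.0207 on array 2, so that the threshold of the methods was passed on 1 array. The signal of the LO pool was 177 and 321 on arrays 1 and 2, well above background on both. The control pool had 13.9 on array 1, not above background, and 220 on array 2, well above it. With signals near background raised to the lowest one rated well above it, the control signal was at least 4.26-fold higher on array 2, a larger gap between the arrays than in 99.7% of the 23522 features with the control above background on either array, while the LO signal differed 1.82-fold. The mean ratio was 1.35 by normexp with loess, 3.41 by median centring and 7.09 as an arithmetic mean. The offset of 50 added by normexp lowers a ratio that rests on a dim control signal. No coordinates were assigned to the probe.

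**Figure D3:**
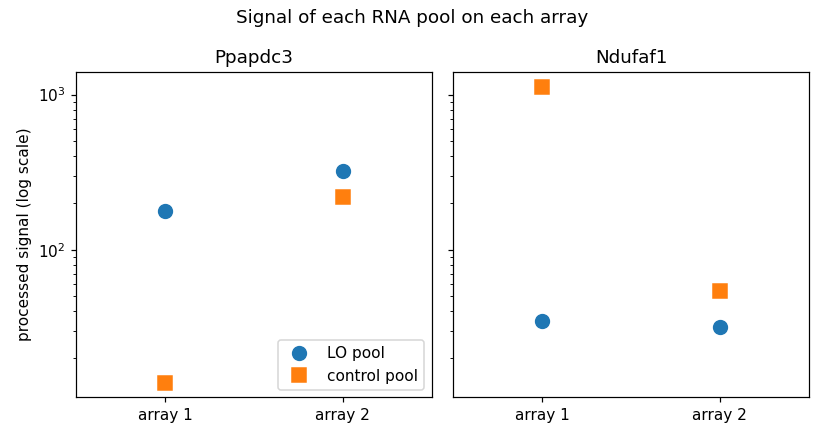
Processed signal (vertical log axis) of the LO pool (circles) and the control pool (squares) on each of the 2 arrays (horizontal axis), for the probes of Ppapdc3 and Ndufaf1. In both genes the control signal is the value that differs most between the arrays.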

Although, there is no research indicating its expression under essential oils, a literature review showed that it is a nuclear envelope protein which is involved in the signaling process, functioning as a negative regulator of myoblast differentiation [17]. The *Ndufaf1* (NADH dehydrogenase (ubiquinone) 1α-subcomplex, assembly factor 1) gene was the most down-regulated factor. 

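The control pool gave a signal of 1124 on array 1 and 54.0 on array 2 at the probe of Ndufaf1, which was identified through its entry in Supplementary Table 1. The LO pool gave 34.5 and 31.9, not above background on either array. The control pool was above background on array 1 only, where its spot was flagged as non-uniform. As a mean over the 2 arrays, the control pool was therefore at least 4.80-fold higher. That limit rests on this flagged spot and does not hold for array 2 alone, where neither pool was above background. No other fold is given for this gene. The authors' Feature Extraction p was 8.15e-16 on array 1 and 0.214 on array 2. The control signal was at least 20.5-fold higher on array 1 than on array 2, a larger gap than in 99.99% of the features with the control above background on either array.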

*Ndufaf1* encodes a complex I assembly factor protein. Although it is an important protein for mitochondrial function, we do not know the reason for its decrease in the blood after LO treatment.

Lavender oil (LO) is used as a traditional medicine in aromatherapy for a wide variety of stresses. However, the molecular basis for its beneficial effects remains unclear. This study provides researchers with a new resource in terms of genes that are up- or down-regulated in the whole blood. As identification of these genes are a first such report from the blood of rat, our results also confirm the importance of a DNA microarray analysis approach in shedding light behind the use of LO and its effects on the body. Numerous gene candidates identified here will form the basis for future research and to compare with the genes in other tissues/organs of the rat, for a proper understanding of their function under LO.

The following are the supplementary data related to this article.

Supplementary Table 1 The up- and down-regulated whole blood genes following oral ingestion of lavender oil (LO). Supplementary Table 1

Supplementary Table 2 Functional categorization of the up-regulated genes in the rat whole blood post lavender oil treatment. Supplementary Table 2

Supplementary Table 3 Functional categorization of the down-regulated genes in the rat whole blood post lavender oil treatment. Supplementary Table 3

## Conflict of interest

The authors declare no conflict of interests.

## Figures and Tables

**Fig. 1:**
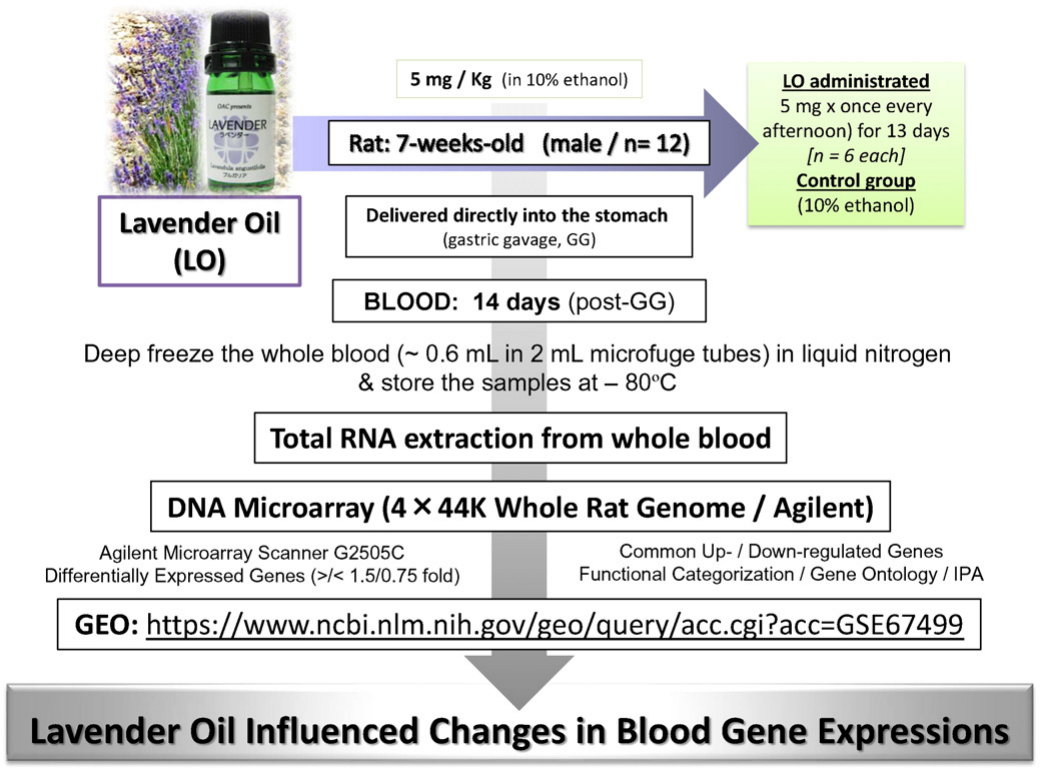
DNA microarray and bioinformatics analyses in the blood of rats after oral ingestion of the lavender oil (LO). Seven-week-old rats were orally administered the LO, once each day for 13 days, and on the 14th day, the blood from the heart was sampled. The blood whole-genome DNA microarray analysis was performed using the Agilent platform. Microarray data are publically available under the GEO series number GSE 67499. Differentially expressed genes were identified in the LO-treated blood sample followed by bioinformatics analyses as described in the text.

**Fig. 2:**
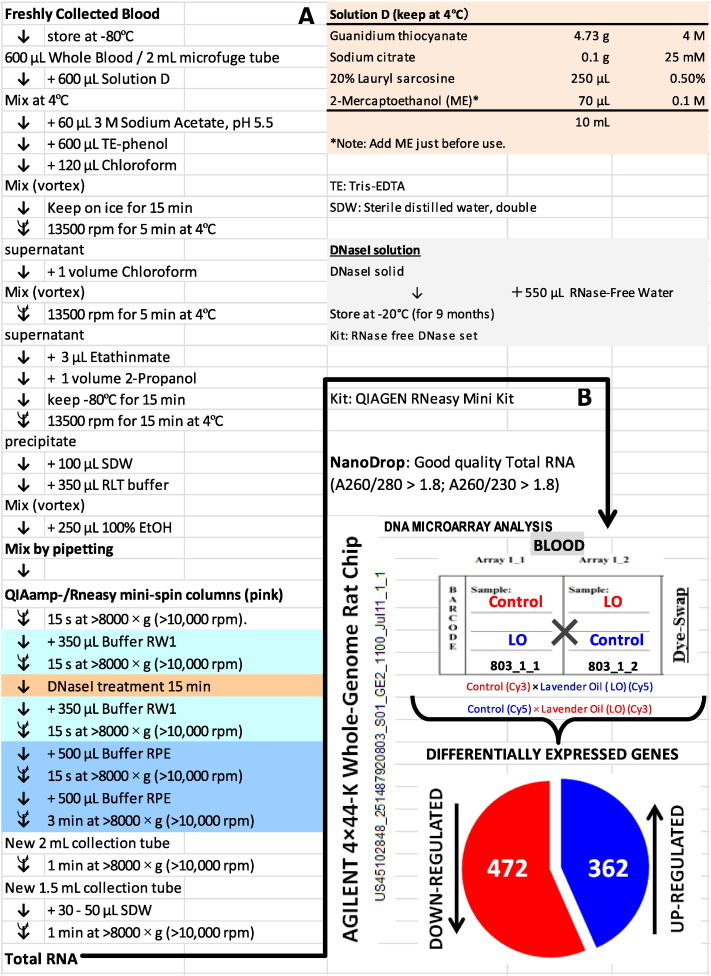
Rat whole blood total RNA extraction protocol, and DNA microarray analysis after oral ingestion of the lavender oil (LO) reveals 362 up-regulated and 472 down-regulated genes. (A) Blood was sampled as described in Fig. 1, and an optimized guanidium thiocynate method was used for total RNA extraction from deep frozen whole blood. (B) A two-color dye swap approach was employed for confident gene expression profiling in the blood of LO treated rat using the Agilent 4 × 44 K DNA microarray chip.

**Fig. 3:**
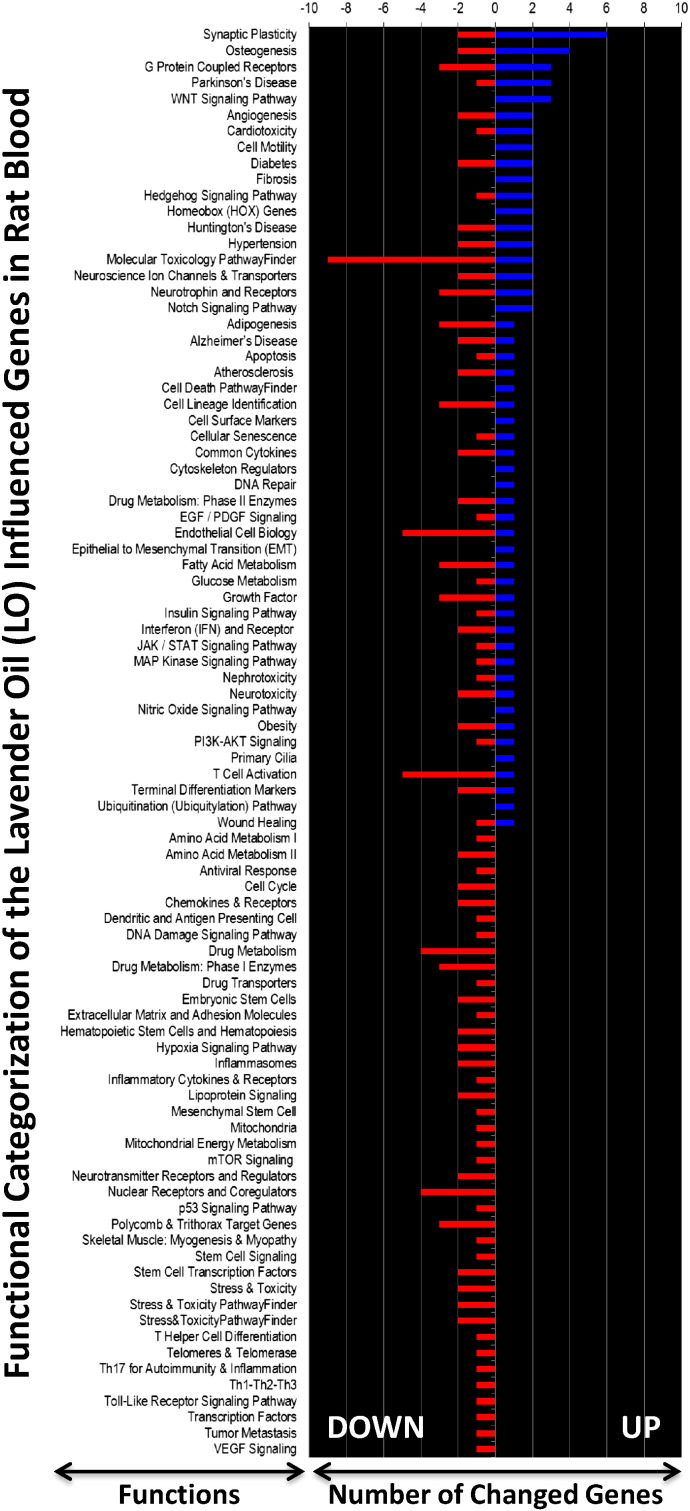
Pathway- and disease states-focused gene classification of genes in the whole blood of LO-treated rats. The genes (up-regulated — blue; down-regulated — red) were classified based on the available categories of more than 100 biological pathways or specific disease states in the SABiosciences PCR array list (QIAGEN; www.sabiosciences.com) for *Rattus norvegicus*. The gene functions are indicated on the left-hand side, and the numbers on the top of the chart represent the number of genes in each functional category.

**Fig. 4:**
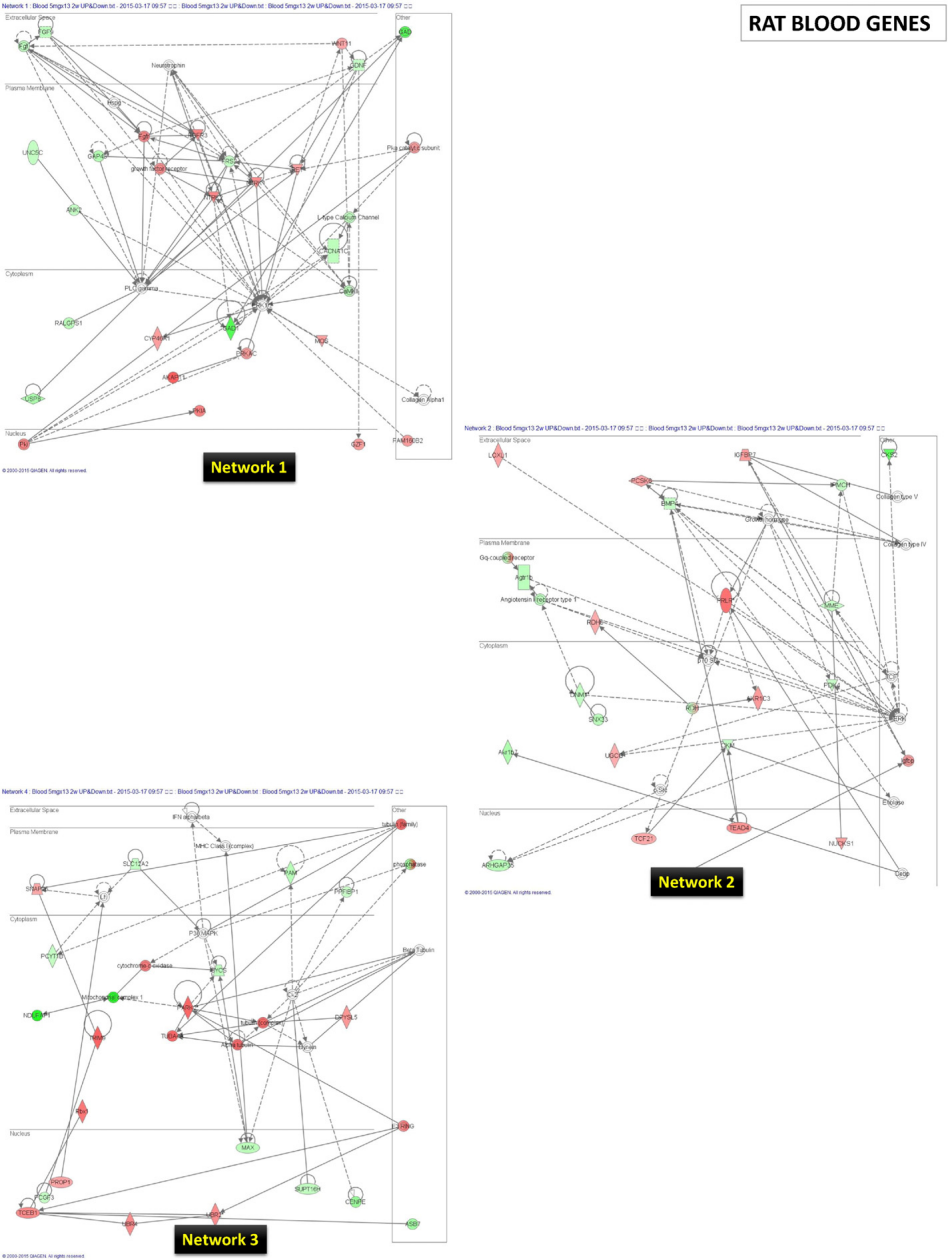
The top three networks (1, 2, and 3) for the rat whole blood under LO treatment by IPA analysis. The genes (up-regulated — red; down-regulated — green) are networked based on the evidence in the IPA.

**Fig. 5:**
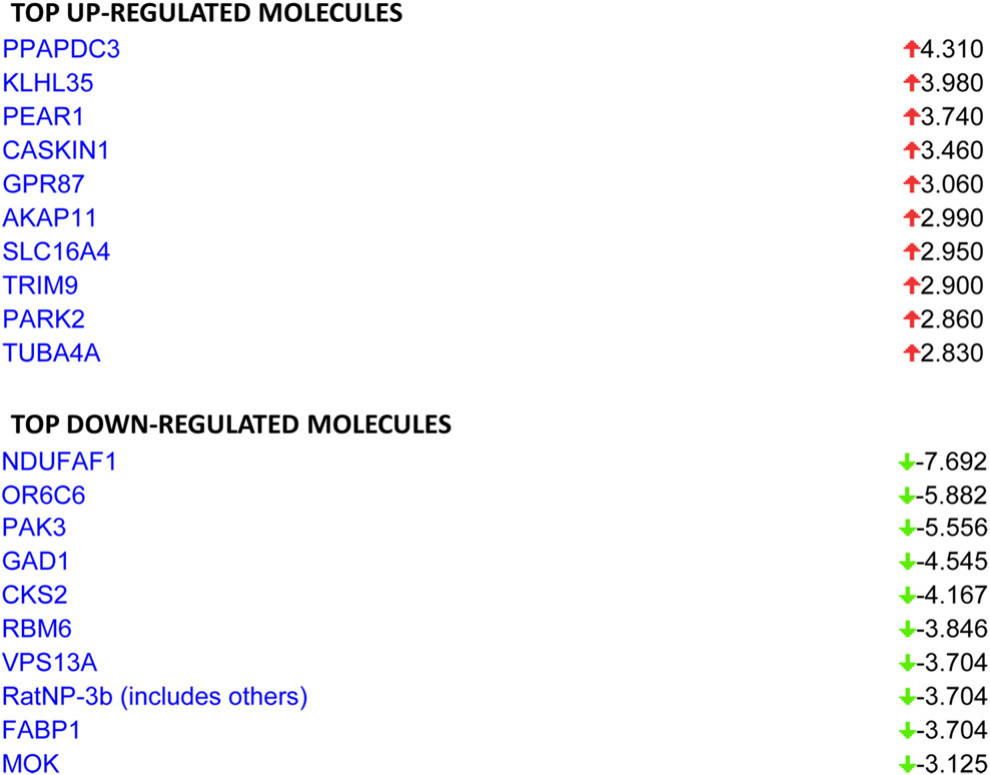
The top molecules for the rat whole blood under LO treatment by IPA analysis. The genes (up-regulated — red; down-regulated — green) are based on the evidence in the IPA.

How the deposited data were processed for this re-analysis (not part of the article)

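Whole blood RNA of rats given LO and of control rats, pooled by group, was measured on 2 Agilent rat whole genome arrays, a technical dye swap of the same 2 pools. Both arrays were therefore treated as 1 replicate. No test between conditions was made, and no result is a statement about the spread between rats.

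The authors extracted the signals with the Agilent Feature Extraction software. The deposited scanner output holds the median signal and the local background of each channel, background-subtracted signals, processed signals after LOWESS dye normalization (all intensities), the log10 ratio of Cy5 over Cy3, the error of the log ratio, the p-value of the error model and quality flags. The authors' error of the log ratio was used only to set the noise of the simulated data. The authors also deposited a value table for which no scale is stated. It equalled the log10 of the ratio of the processed signals, Cy5 over Cy3, within 0.0001 for all 43379 features on both arrays. It differed from the log ratio of the scanner output in 6392 features on array 1 and 5726 on array 2, in all of which the log ratio was set to 0.

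Each log10 ratio was turned to LO over control by the dyes of its array and put on the log2 scale. Control spots were left out, and so were features flagged as non-uniform or as population outliers in either channel of either array, 194 on array 1 and 191 on array 2. The log ratio was averaged and the p taken as the median over the spots of a probe. A probe was called up- or down-regulated when the authors' Feature Extraction p was under 0.01 on both arrays and the ratio had the same direction on both. This p comes from an error model of each spot and is not adjusted for the number of features. Probes past the threshold on both arrays towards the same dye were counted in the same way. The dye part of a ratio was taken as the half-difference, and the LO part as the mean, of the LO/control log2 ratios of the 2 arrays. The mean fold of a gene was the geometric mean of the 2 arrays. Where a pool was not well above background on either array, only a limit is given, computed on the log2 signals of each channel after the authors' LOWESS step and Aquantile normalization between arrays, with the signal of the dim pool raised to the lowest signal rated well above background in that channel. The limit is a mean over the 2 arrays and takes the signal of the other pool as measured, without its error. Where both pools were dim, or the limit was below 1, no fold is given.

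The genes to be named were set by a rule: the 2 genes named in the paper's text, the genes of Fig. 5 found in Supplementary Table 1, the genes listed under the 6 categories named in the text, the symbols listed in both directions, and the called probes with a gene name, up to 5 in each direction. Not all of these genes are reported here. Where a probe had no usable name, it was identified through the entry of Supplementary Table 1 whose average fold equalled its own. Gene symbols were taken from a GRCr8 table for names only. The array design is tied to the older rn4 build, and no coordinates are given. A symbol was found for 10767 of 41009 probes, covering 8898 genes.

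Lists of marker genes of 5 blood cell types (red cells, platelets, neutrophils, T cells and B cells) were compared with 10000 random lists of the same size, matched on mean intensity in 20 bins. The selection rule, the named genes, the marker lists and the alternatives were set before the data were examined, except those stated to have been added later. The alternatives covered the p threshold (0.05, 0.001 and Benjamini-Hochberg adjustment), fold filters on the mean, filters on dim probes, the treatment of flagged, saturated and repeated spots, counting by gene name, the value table as the source, each array alone, the arithmetic mean, median centring of background-subtracted signals, and normexp background correction with an offset of 50 followed by loess. The background correction was planned on mean signals. The median signals were used in their place, because the deposited output holds medians.

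The calling rule was tested on simulated data with 41009 probes, of which 200 were changed. It recovered 107 of these, including 86 of the 87 with a low error, with 6 false calls. With a simulated dye effect in each probe it recovered 106, with 0 false calls and 602 probes called towards the same dye. Among simulated lists of 10 genes, 11 of 200 unchanged lists and 154 of 200 shifted lists fell outside the central 95% of the random lists. The simulated changes of probes were far larger than the SD of the LO part. The shift of the lists was larger than any median found for the blood cell lists. The simulated p was computed from the same error as the noise. The recovery rates therefore do not give the power for small changes.

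The analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The network and function analysis with the IPA tool was not repeated, since it rests on a licensed knowledge base.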

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

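The tests on pairs of probes and on repeated spots in this part were chosen after the result had been seen, and the comparison of the number towards the same dye with that towards the same pool was set before.

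The paper does not report on the probes that changed towards the same dye. By the authors' Feature Extraction p under 0.01 on both arrays, 1082 probes did so, against 9 that changed towards the same RNA pool. This signal lies outside the genes that the paper discusses, and a comparison of a pool with itself, which would give its level without any difference in RNA, is not part of the design.

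A mislabelled sample, with both arrays hybridised with the dyes the same way round, would turn differences between the pools into this pattern. Such differences would be shared by the probes of 1 gene. The dye part of the ratio had an r of 0.0811 between the 2 probes of 656 pairs (95% range -0.00324 to 0.162), while the mean signal of the same pairs had an r of 0.616. The LO part had an r of 0.0934 on the same pairs, so that neither part was shared to any large extent between the probes of a gene, and the low r is not specific to the dye part. In simulated data the r was 0.914 when a difference was shared by the probes of a gene and -0.0251 when it was not. The low r of the dye part argues against a wrong label as the whole source of the pattern. A dye effect specific to each probe stays open and may account for it. The dye part had an SD of 0.236 between 94 probes with repeated spots and 0.0862 between the spots of 1 probe, a ratio of 2.73. For the LO part the SD was 0.0614 between and 0.0753 within these probes, a ratio of 0.816. That ratio does not by itself show that the LO part holds only noise between spots. The authors' LOWESS step addresses a dye bias that depends on the signal, as the paper describes it, and the paper uses the dye swap against dye bias in its selection of genes. No biological explanation of ratios that follow the dye was tested, since the design gives none.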

How the results depend on the processing

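The fold limits on each array, without a p threshold unless stated, and the filter on dim probes for the marker lists were added after the data had been seen.

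The counts of 4 probes up and 5 down were unchanged with the fold filters on the mean, flagged features kept, each feature or each gene name counted, the value table as the source, and 1 channel well above background on each array. Leaving out saturated features removed none. At a p under 0.05 there were 10 up and 8 down, with 2699 towards the same dye. At a p under 0.001 there were 1 and 1, with 296 towards the same dye, and after Benjamini-Hochberg adjustment 1 and 1. Raising or lowering the threshold by construction changes how many probes pass. With all channels well above background there were 0 and 0, with 218 towards the same dye. Normexp with loess gave 7 up and 6 down, and median centring 3 and 6. These settings and the value table kept the authors' p and changed only the ratios. They could therefore call only probes whose p already passed on both arrays. With 1 array alone the count up ranged from 1097 to 1349 and the count down from 1093 to 1483, as the second array no longer had to pass.

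With the added fold limits on the value table, every feature counted, there were 362 up and 472 down, and 356 and 463 among unflagged features. On the log ratios of the scanner output there were 362 and 265. Fewer features passed there since the log ratio of some was set to 0. Restricted to features well above background in all channels, there were 1 and 3, and by normexp with loess 0 and 0. Under normexp the features past the limits towards the same dye also fell, from 10644 to 135. The offset of 50 in normexp by construction pulls the ratios of dim signals towards 1. On the value table, the fold limits together with p under 0.01 on both arrays gave 4 and 5.

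The r between the arrays was -0.67 and stayed negative, at -0.70 with all channels well above background, -0.61 by normexp with loess, -0.62 by median centring and -0.69 for the value table. The mean folds of Ppapdc3 and Ndufaf1 kept their direction under every alternative run for them. Their size is not shown to be stable, as the SD of the 2 arrays is too wide to tell. Ppapdc3 went from 4.31 to 1.35 by normexp with loess, and with 1 array alone it ranged from 1.46 to 12.7. For Ndufaf1 only the direction is given, as the LO pool was near background. The alternatives were also run for 8 other probes, from Fig. 5 and from the probes past the p threshold, with each pool above background on at least 1 array. Their folds kept their direction under the alternatives that gave one. By more than the SD of the 2 arrays 5 of them moved, all with normexp, whose offset pulls the ratios of dim signals towards 1. Median centring gave no fold for 2 of the 8, among them Caskin1, whose control signal on array 1 was not above 0 after background subtraction.

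Median centring shifted the median of all genes to -0.06, and the marker lists moved with it, to -0.19 for red cells, -0.0944 for platelets, -0.00763 for neutrophils (reversed), -0.0205 for T cells (reversed) and 0.00733 for B cells. By normexp with loess the platelet list was at 0.00829 (reversed) and the B cell list at 0.0469. With all channels well above background the platelet list was at 0.00401 (reversed), and the B cell list had too few genes. The cause was not tested beyond the shift of all genes.

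The signal over background limits the ratios, since each channel was well above background in at most 50.3% of features.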

Differences from the paper's values

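The fold limits in this part were chosen only after the data had been seen.

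The paper's value for the number of up-regulated genes is 362. By the p threshold of the paper's methods, required here on both arrays, 4 probes were up-regulated. The paper does not state that both arrays had to pass it. The paper's value for the number of down-regulated genes is 472, and 5 probes were down-regulated here. None of the alternatives set before the data were examined came within 1.5 times of either value. Among them were the other p thresholds, the fold filters on the mean, the filters on dim probes and the treatment of flagged, saturated and repeated spots. Counting by gene name, the other normalizations, the value table and each array alone were also among them. The other normalizations and the value table kept the authors' p, so that only the ratios changed there. A ratio of Cy5 over Cy3 of at least 1.5 on one array and at most 0.75 on the other in the deposited value table, with limits that the paper gives for its upload to the IPA tool but a setting chosen after seeing the values, gave 362 features up and 472 down without a p threshold. Among unflagged features the same limits, also chosen after seeing the values, gave 356 and 463. On the log ratios of the scanner output, again chosen after seeing the values, they gave 362 up, and 265 down.

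The paper calls Ppapdc3 and Ndufaf1 regulated, while here neither passed the p threshold on both arrays, with the authors' Feature Extraction p on array 2 at 0.0207 and 0.214. Of the 10 genes of Fig. 5 named in Supplementary Table 1, Klhl35 and Slc16a4 passed it. With a p under 0.05 on both arrays Ppapdc3 and Caskin1 passed too. The genes that passed on array 1 alone included Ppapdc3, Caskin1 and Gad1, and those on array 2 alone included Akap11 and Fabp1. Ndufaf1 was left out as a flagged feature, and its p on array 1 was under the threshold. The fold limits on the value table, chosen after seeing the values, select all 10.

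The paper names hypertension among the categories with the most annotated up-regulated genes. By entries it held 8, fewer only than synaptic plasticity and osteogenesis, while by different genes it held 2 and WNT signaling, Parkinson's disease and G protein coupled receptors held 3 each. For the down-regulated genes, the paper names nuclear receptors and coregulators. By different genes it held 4, as did drug metabolism, and T cell activation held 5.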

Other observations

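The tests of the features selected by fold limits, of the mean folds of Ndufaf1 and Ppapdc3 and the marker lists restricted to probes above background were chosen after the results had been seen.

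The 9 probes called by the p threshold on both arrays were weighed against 3 explanations. A dye bias left by the normalization would give at least as many calls towards the same dye as towards the same pool, and 1082 were found towards the same dye. The source of those calls is not settled, as given above, and a bias that is equal on both arrays would turn the ratio with the dyes, so this count does not show that it made the 9 calls. Chance coincidence of 2 independent lists of calls would give 75.6 probes, from the product of the 2 up-regulated counts plus the product of the 2 down-regulated counts, divided by the number of probes. This is more than were found, so the arrays are not independent. Signal near background may contribute to the calls, since 9 of 9 were not well above background in at least 1 channel. A probe low in one pool can be dim there because of the change itself, and 0 of the 9 were dim in all 4 channels. For Defa5, Slc16a4 and the expressed sequence tag the lower pool was dim on both arrays. There a change and a signal near background cannot be told apart. For the other called probes the lower pool was dim on 1 array and above background on the other. Both arrays carried the same pools, so that a change between the pools alone does not account for this dimness. For Klhl35 the control signal was 15.9 on array 1 and 103 on array 2. An effect of LO in the 9 probes stays open, as 1 replicate cannot separate it from the difference between any 2 pools of rats.

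The 834 features selected by fold limits may likewise rest on signal near background. Of these, 80.7% were well above background in no channel, against 40.6% of all features. Noise from spot to spot may contribute, as 0 of the 33 probes of 10 spots with a selected spot passed the limits on the mean over their spots. A chance coincidence of 2 unrelated arrays was tested by shuffling array 2 among features of like signal. The shuffled data gave a median of 4593 features (4465 to 4719 in 100 shuffles), more than the 834 found. This argues against unrelated arrays and goes with ratios that follow the dye. The r of -0.67 between the arrays already implied it, so the shuffling does not show whether the 834 features come from noise.

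A non-uniform control spot on array 1 may have raised the control signal of Ndufaf1, which was at least 20.5-fold higher there than on array 2. Both arrays carried the same control pool, so that this gap does not come from a difference in the RNA. The spot, the change of dye and a low signal on array 2 cannot be told apart as its source, since the LO pool was near background on both arrays and shows nothing about them. For Ppapdc3 the control signal on array 1, which was near background, may be too low. The control signal was at least 4.26-fold higher on array 2, while the LO signal, above background on both arrays, differed 1.82-fold. An effect of LO on either gene was not excluded.

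The marker lists of blood cells were compared with matched random lists. A shift in the proportions of blood cells between the pools may move them, and 3 lists of 5 had a median outside the central 95% of the random lists. The red cell list (8 of 14 genes measured) had a median log2 ratio of -0.07, at percentile 0.02. The T cell list (9 of 12 genes) had 0.10, at percentile 99.98, and the B cell list (3 of 10 genes) had 0.10, at percentile 98.1. The platelet list (8 of 12 genes) had -0.00249 at percentile 47.8, and the neutrophil list (7 of 12 genes) had 0.05 at percentile 94.8. A reference symbol was found for only part of the probes, so that 30.0% of the B cell genes to 75.0% of the T cell genes were measured. Of the T cell genes 5 were higher in the LO pool on both arrays and 1 was lower on both. Of the red cell genes 1 was lower on both arrays. By median centring the T cell median was -0.02, below 0 but still above most random lists at percentile 99.5. With 1 replicate, a shift in cell proportions cannot be told apart from a difference between 2 pools of rats, or from dye effects on few genes. All lists hold genes that whole blood expresses. With all channels well above background the neutrophil list was at 0.11 and percentile 99.9, outside the central 95%, and the T cell list at 0.10. The B cell list was inside it by normexp with loess, at percentile 89.0, and by median centring, at percentile 96.6. Under all 4 settings the red cell list (percentiles 0.02 to 0.13) and the T cell list (percentiles 99.5 to 100) lay outside and the platelet list inside, while the neutrophil and B cell lists changed with the processing. The red cell median had opposite signs on the 2 arrays under each setting, with -0.126 on array 1 and 0.0291 on array 2 by the authors' normalization. The T cell median was above 0 on both arrays by that normalization (0.0722 and 0.0951). By median centring it had opposite signs (0.446 and -0.487).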
